# Single-nucleus profiling of adult mice sub-ventricular zone after blast-related traumatic brain injury

**DOI:** 10.1038/s41597-022-01925-y

**Published:** 2023-01-05

**Authors:** Manrui Li, Xiameng Chen, Qiuyun Yang, Shuqiang Cao, Steven Wyler, Ruixuan Yuan, Lingxuan Zhang, Miao Liao, Meili Lv, Feng Wang, Yadong Guo, Jihong Zhou, Lin Zhang, Xiaoqi Xie, Weibo Liang

**Keywords:** White matter injury, Pathogenesis

## Abstract

Explosive blast-related traumatic brain injuries (bTBI) are common in war zones and urban terrorist attacks. These bTBIs often result in complex neuropathologic damage and neurologic complications. However, there is still a lack of specific strategies for diagnosing and/or treating bTBIs. The sub-ventricular zone (SVZ), which undergoes adult neurogenesis, is critical for the neurological maintenance and repair after brain injury. However, the cellular responses and mechanisms that trigger and modulate these activities in the pathophysiological processes following bTBI remain poorly understood. Here we employ single-nucleus RNA-sequencing (snRNA-seq) of the SVZ from mice subjected to a bTBI. This data-set, including 15272 cells (7778 bTBI and 7494 control) representing all SVZ cell types and is ideally suited for exploring the mechanisms underlying the pathogenesis of bTBIs. Additionally, it can serve as a reference for future studies regarding the diagnosis and treatment of bTBIs.

## Background & Summary

Explosive blasts often cause blast-related traumatic brain injury (bTBI), which is common among military service members and veterans during combat and training exercises^1^. Although the burden of global armed conflict has decreased in the past few decades, terrorist attacks and regional conflicts still occur frequently. Currently, the Military Acute Concussion Evaluation (MACE) and Automated Neuropsychological Assessment Metrics (ANAM) tests are used to assess possible bTBI and its associated neurocognitive deficits^2^. However, these subjective ratings may not accurately reflect the degree of brain injury. Also, routine imagological examination such as CT and MRI may not be able to reveal lesions following a bTBI, thus leaving the diagnosis of bTBI an issue to be addressed as there are affected areas which are not observed in the imagological examination. Additionally, the pathogenesis post bTBI has not been fully elucidated, and there is no specific and evidence-based treatment for bTBI patients^3^.

Studies have shown that sub-ventricular zone (SVZ), an important neurogenic niche in the adult rodent brain^4^, participates in the pathophysiological process after traumatic brain injury (TBI) at different stages^5^. The SVZ is located at the border of lateral cerebral ventricles, it harbors neural stem cells (NSCs) and gives rise to new neural cells^6^. In physiological status, the SVZ-generated neurons migrate along the rostral migratory stream to supply the newborn neurons in the olfactory bulb^7^. Upon brain injury, NSCs in the SVZ respond by increasing cell proliferation, differentiation and migration to the injured areas^8^. The bTBI induced pathogenesis differs from that of other types of TBIs^9^. However it remains unclear how various SVZ cell populations respond to the bTBI induced cell degeneration and cell death, as well as the underlying mechanisms. Identifying the transcriptomic changes at a single cell resolution will provide an extensive resources for the study of mechanisms underlying bTBI induced pathogenesis, and should aid in the development of specific diagnostic methods and/or treatments.

In recent years, the development of single-cell RNA-sequencing (scRNA-seq) and single-nucleus RNA-sequencing (snRNA-seq) has facilitated the discovery of cell-type specific markers, the understanding of cell sub-populations and heterogeneities, and the profiling of cell type specific gene expression, in a high throughput manner. It has the advantage over traditional bulk RNA-seq which represents the average signal of gene expression across the cell populations whereas, scRNA-seq can capture cellular details which could not otherwise be resolved using bulk RNA-seq. Therefore, we employed this powerful tool to generate a snRNA-seq data-set in this study, to achieve a high resolution of bTBI induced transcriptome profiling of the SVZ neurogenesis niche.

This data-set provides an unbiased transcriptional atlas of cell populations from control and bTBI mice SVZ representing all known SVZ cell types at sufficient levels needed for a deep analysis of the SVZ populations. These data can be used to cluster SVZ cells, explore novel cell markers, analyze transcriptome characteristics and predict the lineage trajectory of NSCs in response to bTBI. This data-set is thus suited for use by those interested in exploring the molecular mechanisms of bTBI induced pathogenesis, as well as those wishing to use it as a resource for discovering specific targets for the diagnosis or treatment of bTBIs.

## Methods

### Animals and treatments

7-week-old C57BL/6 J male mice (weight, 20–22 g) were obtained from ENSIWEIER Bio-Technology Co., Ltd. (Chengdu, China) and were maintained in an animal facility in the Experimental Center of Medical Animal of the Daping Hospital, the Third Military Medical University at 12 h/12 h dark/light cycle, temperature 22 °C, humidity 50%. Animals have free access to water and standard rodent chow. All procedures on animals meet the local laws and institutional guidelines (APPROVAL NUMBER: 2020386 A), and were performed under the guide for the Care and Use of Laboratory Animals of NIH (NIH publication #85-23, revised in 1985).

Animals were randomly divided into 2 groups- a bTBI group and Sham group, with 3 mice included in each group. The number of animals used in this experiment was determined according to a previous study performed by Arneson, D *et al*.^10^. Anesthesia was induced in mice with intraperitoneal injection of pentobarbital (5 mg/100 g ip). For bTBI mice, a compressed gas-driven BST-I bio-shock tube apparatus was used to generate blast wave, thereby inducing a bTBI^11^. The apparatus is driven by high-pressure compressed gas which breaks an aluminum sheet and generate blast waves similar to those found in open-field conditions. The intensity and duration of the blast wave can be adjusted by the position of the aluminum sheet, which guarantees the stability and controllability of blast wave. Mice are confined in small individual compartments that restrict their movement, with their head in the direction of the blast wave. 5.0 MPa explosion generated blast waves which can be directly measured by a pressure transducer set beside the mice. 48 h after injury, the mice were anesthetized and perfused with PBS. Then the SVZ were dissected and retrieved using the protocol described by Walker T L *et al*.^12^. The tissue samples were kept in MACS Tissue Storage Solution (Miltenyi Biotec) until processing. The Sham mice received anesthesia only.

### Validation of brain injury

To evaluate the degree of nerve injury and behavior functional deficits, we performed behavior experiments on mice 6 h after BE based on the criteria of modified neurological severity score (mNSS). Ten behavioral tasks were administrated on mice to observe the motor function, alertness, balancing, and general behavior of mice after blast exposure. Behavioral tasks and corresponding ratings are given in the previous study^13^. mNSS provides a simple method to detect multiple deficits after brain injury, and the mNSS scale is a commonly used approach for assessing the degree of neural impairments in mice and deficits could be marked by the composite score. The extent of injury is described as follows: the composite mNSS score of 3–4, 5–6 and 7–8 are for mild, moderate and severe TBI respectively. while 9–10 is regarded as lethal injury^14^.

### Nucleus isolation

Free RNAs released from dead cells in the single cell suspension would lead to noise in the data, and this background effect may affect the data quality and sequencing accuracy. Thus, we introduced a tissue- specific enzymatic digestion to prepare viable single-cell suspension to minimize the number of dead cells. Nuclei were isolated and purified from fresh tissue, as described previously^15^. Briefly, the frozen tissue was homogenized in NLB buffer which contain 250 mM Sucrose, 10 mM Tris-HCl, 3 mM MgAc2, 0.1% Triton X-100 (SigmaAldrich, USA), 0.1 mM EDTA, 0.2U/μL RNase Inhibitor (Takara, Japan). As a widely used method to purify nuclei from brain cells, ultracentrifugation through discontinuous sucrose gradients is then used to further purify the nuclei. The concentration of nucleus was adjusted to about 1000 nuclei/μL for snRNA-seq.

### 10×Genomics snRNA-seq experiment

10 × Genomics library preparation and single-nucleus RNA-Seq were performed by NovelBio Co.,Ltd (Shanghai, China) using the 10 × Genomics Chromium Controller Instrument and Chromium Single Cell 3′ V3 Reagent Kits (10 × Genomics, Pleasanton, USA). After washing twice in PBS, nuclei were incubated for 30 min at room temperature and then approximately 1000 nuclei/μL were loaded into 10 × Chromium chips, which has been already loaded with 10 × single cell 3 ‘V3 chemistry and barcode, to generate single-cell Gel Bead-In-Emulsions (GEMs). After the synthesis of cDNA, GEMs were broken and barcoded-cDNA was amplified for 14 cycles after library construction. Following fragmentation and index PCR amplification, the final libraries were quantified using the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific, USA) and the size distribution of the libraries was determined using a High Sensitivity DNA chip on a Bioanalyzer 2200 (Agilent, USA). All libraries were sequenced by Novaseq. 6000 platform (Illumina, USA) with a 2 × 150 bp paired- end sequencing protocol. We detected over 726 M reads in total, of which 47589 reads were detected per cell.

### Alignment of reads to transcripts and cells

We applied fastp with default parameter to filter the adaptor sequence and removed the low-quality reads to achieve the clean data. CellRanger v3.1.0 was used to align the short reads to the mouse reference genome (GRCm38 Ensembl: version 92), to obtain feature-barcode matrices, including valid cell barcode and UMI count of transcripts. RNA-seq analysis was performed based on the confidently mapped reads with cell-associated barcodes, and an aggregated matrix was obtained by counting UMIs for each gene. To better guarantee the data quality, we excluded cells with less than 200 detected genes or more than 10% mitochondrial UMIs rate. Notably, mitochondrial genes were removed in the analysis.

### PCA, t-SNE and UMAP analysis

The Cell Ranger Software and Seurat packages were used to perform data analysis. The UMI-based clean data (scaled data) were obtained by the Seurat package based on the UMI counts of each sample and the percentage of mitochondrial rate for cell normalization and regression. t-SNE and UMAP were constructed by performing PCA based on top 2000 highly variable genes and top 10 principals from the scaled data. A graph-based, unsupervised clustering approach is introduced to cluster cells according to the top 10 principal components. Marker genes are automatedly calculated by Wilcoxon rank-sum test using Seurat’s FindAllMarkers function, and filtered under following criteria: 1. lnFC > 0.25; 2. p < 0.05; 3. min.pct >0.1. To further characterize sub-types of cells, we re-analyzed the gene data within the same cell type for graph-based clustering and marker analysis.

### Pseudo-time analysis

Neural stem cell (NSC) trajectories analysis was applied utilizing Monocle2 (http://cole-trapnell-lab.github.io/monocle-release). Before Monocle analysis, all detected NSCs data including markers genes in each cluster and raw expression counts were selected by Seurat. Based on the pseudo-time analysis, branched expression analysis modeling (BEAM) analysis was applied to analyze branch fate determined genes over a single-cell trajectory. Top 50 most significantly differentially expressed genes were used to generate fate-determined gene heatmap within different cell branches.

## Data Records

Raw data are accessible in the Gene Expression Omnibus (project number: GSE207078 for bTBI (GSM6276819)^16^; project number: GSE198074 for Sham (GSM5938054)^17^. Expression matrices, UMI counts for each gene and in each cell have been deposited in Figshare as matrix.mtx.gz, features.tsv.gz and barcodes.tsv.gz in a matrix format, respectively (10.6084/m9.figshare.20174240.v2 for bTBI^18^; 10.6084/m9.figshare.20174261.v1 for Sham)^19^. The related cell and gene information are contained in these matrices files, with the identifiers of columns and rows contained included in TSV files. These files correspond to the FASTQ data produced by CellRanger pipeline.

## Technical Validation

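The SVZ of sham mice was profiled by snRNA-seq, in which single nuclei are caught in droplets, each droplet marks its RNA with a barcode, and unique molecular identifiers (UMIs) allow each captured RNA molecule to be counted once. The paper and the sample labels both give 3 mice per group and tissue collection at 48 h. The nuclei of the group form 1 library, so the values cannot be separated by mouse and there are no replicates. The paper gives an age of 7 weeks and sham treatment by anaesthesia alone, while the labels give 6 to 8 weeks and describe sham mice as handled like injured mice apart from the impact. The authors trimmed the reads with fastp and used Cell Ranger version 3.1.0 to align them to the mouse genome GRCm38, to call the barcodes of nuclei and to count UMIs per gene and barcode. These deposited raw UMI counts, without normalization, were the starting point here. The sham library held 55228814 UMIs over a table of 30905 genes, and the library of bTBI mice was not analysed here. From the counts, nuclei were filtered by the paper's limits, the mitochondrial genes were removed, and the sham nuclei were clustered alone with Seurat, on the 2000 most variable genes and the top 10 principal components. The paper's marker genes were left out of the variable genes and of the naming of clusters, so that their levels could be read as results. Levels are UMIs summed over the nuclei of a cluster or class and given as CPM, the UMIs of a gene scaled to a common total. The 95% intervals, exact Poisson for sums of UMIs and exact binomial (Clopper-Pearson) for shares of nuclei, cover counting error only. Gene positions are from a GENCODE annotation of GRCm38, a different release from the one the authors used for counting.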

We constructed the snRNA-seq library using the 10 × Genomics method, which was sequenced on an Illumina NovelSeq. 6000 platform (Fig. 1a). The SVZ derived single-cell suspension was obtained from bTBI mice and sham mice (Fig. 1b). The saturation curve analysis showed that the data quality metrics of bTBI group and sham group (Fig. 1c, Table 1) were comparable and were sufficient to detect the highest number of expressed genes in each cell. 

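For the sham library, the relation between depth and detected genes was followed by thinning the UMIs at random. With 10% of the UMIs, a barcode had a median of 485 detected genes, and with 50% a median of 1677.5. From 90% to 100% of the UMIs, the median rose by 173 genes, from 2490 to 2663, a gain of 6.95%. Over the whole library, 23336 genes had a UMI at 90% of the depth and 23504 at full depth. Thinning UMIs differs from thinning reads, on which the curves of the paper are based, because several reads can come from 1 UMI.

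**Figure D1:**
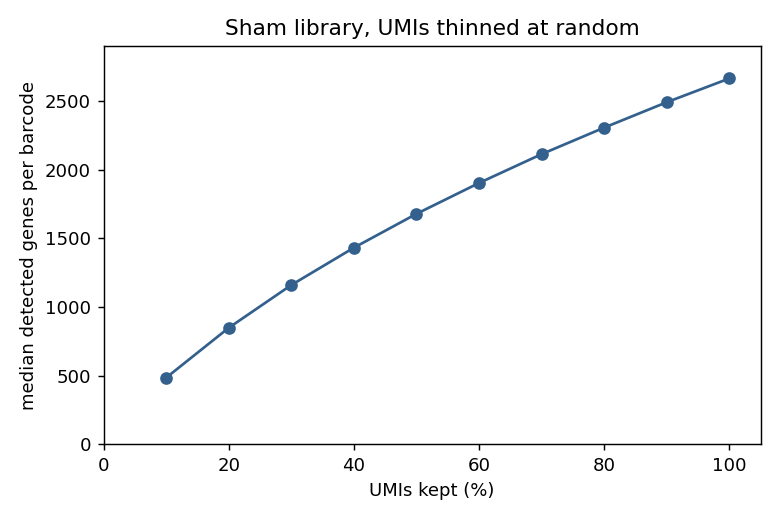
Median number of detected genes per barcode of the sham library (y axis) when a given percentage of its UMIs was kept at random (x axis, in %); each point is 1 thinned copy of the library. The curve flattens but still rises at full depth, by 173 genes over the last step.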

The detailed sequencing depth data were listed in Table 1. The total reads in both groups were more than 332 M. The number of valid barcodes detected was 96.5%. (Table 2). Median genes and Mean reads measured in each cell were 2703 and 47589, respectively, and the batch effect of samples was minimized by Seurat algorithm. The sequencing quality of the two groups was high and comparable, indicating little technical bias introduced in the study. Collectively, we generated a high-quality single-nucleus transcriptome data-set of adult mice SVZ from a bTBI group and sham group.

**Fig. 1:**
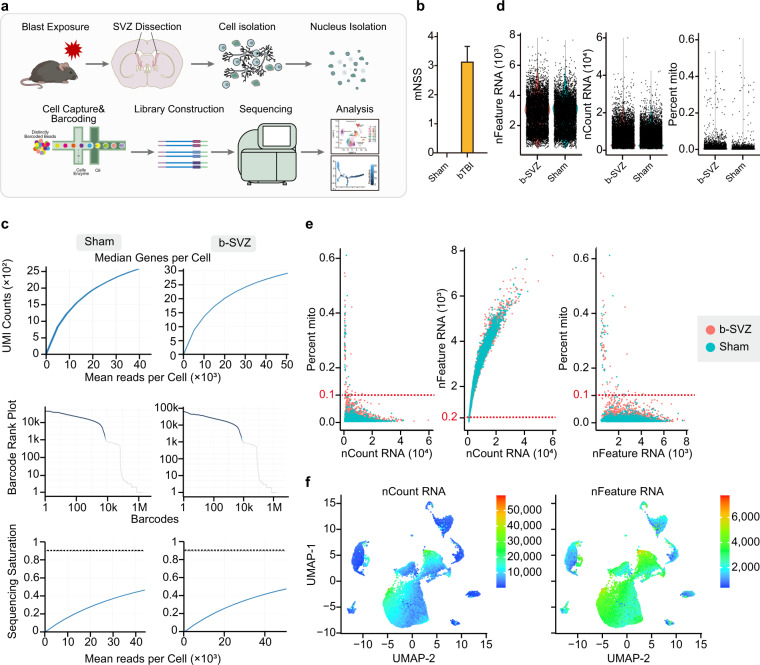
Quality control (QC) of mice SVZ snRNA-seq data. (**a**) Schematic representation of the experimental workflow. (**b**) mNSS score of bTBI and Sham mice. (**c**) Curves showing sequencing depth from bTBI and Sham SVZ, upper: relationship between mean reads per cell and median genes per cell, middle: relationship between barcodes and unique molecular identifier (UMI) counts, lower: relationship between mean reads per cell and sequencing saturation. (**d**) Scatterplot illustrating the number of detected genes (left), UMIs (middle), and the percentage of mitochondrial gene (right) in each cell of the two samples. (**e**) Scatterplot showing the correlation of the percentage of mitochondrial genes and the detected mRNA counts (UMIs) (left), the gene counts and the detected mRNA counts (UMIs) (middle), together with the percentage of mitochondrial genes and the gene counts (right). The lines in the plot representing the thresholds used at the cell filtration step. (**f**) The mRNA count (left) and the gene count (right) mapped on to the UMAP projection.

**Table 1:** Sequencing and Cell Ranger statistics.

Sample	Estimated Number of Cells	Fraction Reads in Cells(%)	Mean Reads per Cell	Median Genes per Cell	Total Genes Detected	Median UMI Counts per Cell	Sequencing Saturation (%)
bTBI	7778	57	50690	2912	23899	7844	47.9
Sham	7494	59.6	44371	2663	23504	6756	46.6

**Table 2:** Detailed QC of FASTQ files.

Sample	bTBI	Sham
Number of Reads(K)	394268	332514
Valid Barcodes(%)	96.9	96.5
Valid UMI(%)	100	99.9
Q30 Bases in RNA Reads(%)	92.4	91.3
GC Content(%)	43.137	42.442
Reads Mapped Confidently to Genome(%)	92.9	91.9
Reads Mapped Confidently to Exonic Region(%)	85.8	84.9
Reads Mapped Confidently to Transcriptome(%)	59.3	54.2

The statistical metrics of sequencing data at single cell level were displayed in Table 2 and Fig. 1c. 

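The sham count table held 7494 barcodes called as nuclei. Their UMIs ranged from 637 to 42302 per barcode, with a median of 6756.5 (95% interval of the median 6623 to 6892) and quartiles of 3170.75 and 10165.8. The number of detected genes per barcode ranged from 415 to 7617, with a median of 2663 and a mean of 2597.35. Reads per cell are not part of the UMI counts and were not analysed here. Within the nuclei kept by the filter, and without mitochondrial genes, the median was 6753 UMIs and 2661 genes.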

The estimated number of cells detected in bTBI group and sham group were 7778 and 7494, the median UMI detected in each cell were 7844 and 6756, the mean reads per cell were 50690 and 44371, and the average gene counts was 2912 and 2663, respectively. These metrics were equal between the two groups, indicating a fair proportionality of our sequencing data. Therefore, it is suited to perform the transcriptomic analysis of both groups using these sequencing data. In addition, according to the official guidelines of the 10 × Genomics Single Cell 3′ V3, gene expression libraries require a sequencing depth of more than 20 K reads per Cell. To acquire more information of gene expression, we selected a sequencing depth of 50 K reads per cell. Therefore, our sequencing depth was sufficient for subsequent analysis.

In order to ensure that all the barcodes correspond to viable cells, we screened cells using the percentage of mitochondrial transcription products (percent.mito) and the counts of genes detected. For necrotic and apoptotic cells, cell membrane ruptures and its permeability increases, leading to extravasation of cytoplasmic RNA, while mitochondrial transcripts are retained, hence we interpreted high percent.mito as necrotic and apoptotic cells (Fig. 1d). 

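The sham table held 13 mitochondrial genes, which together took 0.317% of all UMIs. The mitochondrial share of a barcode had a median of 0.167% and a 99th percentile of 3.18%, and the highest was 60.7%. A share above 10% was found in 28 of the 7494 sham barcodes. These barcodes were shallow, with medians of 1183.5 UMIs and 684.5 detected genes.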

We set the threshold- percent.mito <0.1 to roughly remove necrotic and apoptotic cells in the data (Fig. 1e). In addition, cells with less than 200 detected genes are regarded as necrotic or apoptotic cells, and gene counts >10000 per cell was interpreted as doublet, both of which has been removed from our data (Fig. 1e). Through the above screening, most of the cells were retained, indicating that our sample preparation and sequencing process were of high quality and the data were reliable.

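With these limits, 7466 of the 7494 sham barcodes were retained, or 99.6% (95% interval 99.5 to 99.8). All of the barcodes removed exceeded the mitochondrial limit, since 0 sham barcodes had fewer than 200 detected genes and 0 had more than 10000. The retained nuclei held 55022037 UMIs after removal of the mitochondrial genes, and 23490 genes had at least 1 UMI among them. Under stricter limits of at least 500 genes and at most 5% mitochondrial UMIs, 7446 nuclei were retained. From the retention of most cells, the paper concludes that sample preparation and sequencing were sound.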

To dissect the cell populations and further validate the application value of these data, we used principal component analysis (PCA) and UMAP (Fig. 2a) projection to reduce and present the feature dimensions of the two groups. 

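The 7466 sham nuclei were clustered alone, on 1981 variable genes that remained after 19 of the paper's markers were removed from the top 2000. At Seurat's default resolution of 0.8, 18 clusters were resolved, of 65 to 1098 nuclei. The paper's text does not name a resolution. The alternatives that moved the number of clusters most were a resolution of 0.4, with 13, and 20 principal components, with 23; a resolution of 1.2 gave 22. With another random seed it was again 18. Median depth differed between clusters, from 1764 UMIs per nucleus in the shallowest to 15745 in the deepest.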

Under unsupervised calculation, 19 clusters were resolved. Of note, there was little divergence in the cell distribution of the two groups (Fig. 2b), which indicated the consistency of the sequencing data from the two groups.

**Fig. 2:**
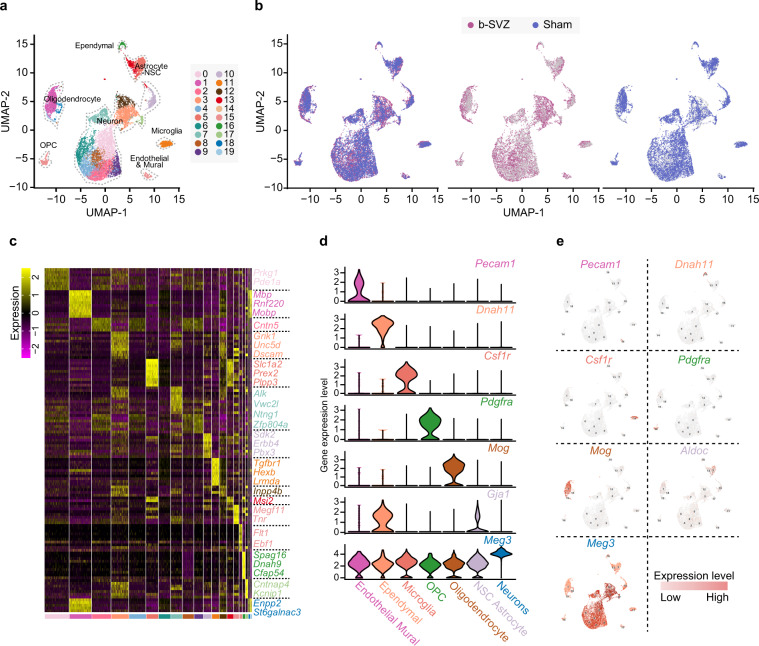
snRNA-seq reveals the cell heterogeneity within the SVZ of mice. (**a**) UMAP overview of automatic unsupervised clustering, 19 clusters in total. Clusters were defined into cell type by cell specific markers (Table 3). (**b**) UMAP projections of SVZ cells from bTBI and Sham mice. (**c**) Heatmap showing the top detected markers associated with the 7 major cell types identified. With selected neuronal cell function associated maker genes annotated on the right. (**d**) Violin-distributions of known maker genes expressed by each cell type. (**e**) Relative expression of gene characteristic for each cell type.

To dissect the major cell types in SVZ, we conducted unsupervised clustering based on featured gene expression. We obtained the single-cell marker gene population through novel differential expression analysis algorithm^20^. Based on these marker genes, we identified the cell type of each population, which further supported the application value of these data. 

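The paper's text, Table 3 and Fig. 2d name 28 marker genes for the 7 populations. In the sham nuclei, whose clusters were made and named without these genes, 26 of the 28 had their highest CPM in the class to which the paper assigns them. For 16 of the 28 the CPM was at least 5 times that of the highest other class. For 5 of the 28, *Snap25*, *Apoe*, *Apod*, *Aqp4* and *Gja1*, it was less than 2 times. The 2 that were not highest in their class were *Aqp4* and *Gja1*, listed for NSC-astrocytes, which were higher in the ependymal-like class. The count of 26 was the same when the mean of the CPM of single nuclei was used in place of the CPM of summed UMIs, and under each of the 9 alternative clusterings. Through known markers of this kind, the paper assigns each cluster to a cell type.

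**Figure D2:**
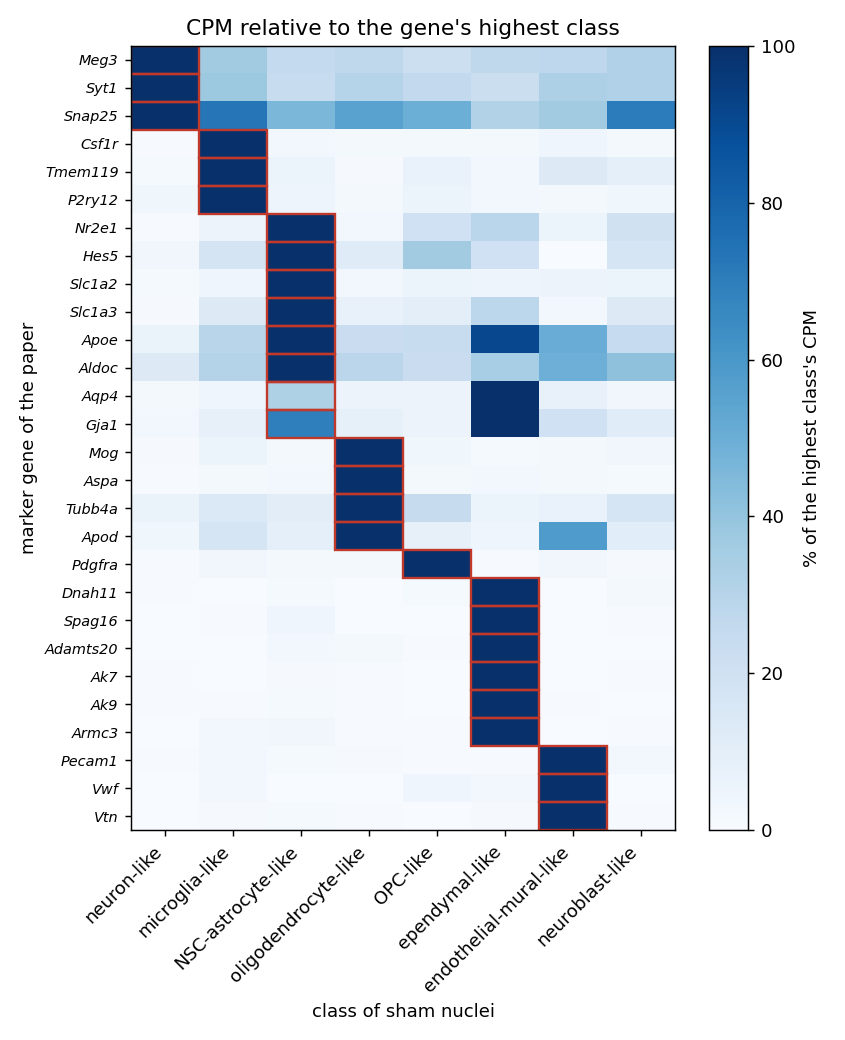
CPM of the paper's 28 marker genes (y axis) in each class of sham nuclei (x axis), as a percentage of the CPM in the gene's highest class (colour scale, 0 to 100%). Red frames mark the class to which the paper assigns the gene; 26 of the 28 framed fields are the highest of their gene, and *Aqp4* and *Gja1* are highest in the ependymal-like class.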

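Clusters of sham nuclei were named by panels of markers that share no gene with the paper's. Of the 7466 nuclei, 4989 were neuron-like, or 66.8% (95% interval 65.7 to 67.9). The oligodendrocyte-like class held 850 nuclei (11.4%, 10.7 to 12.1) and the NSC-astrocyte-like class 737 (9.87%, 9.20 to 10.6). Microglia-like nuclei numbered 253 (3.39%, 2.99 to 3.82) and OPC-like nuclei 178 (2.38%, 2.05 to 2.76). The smallest classes were ependymal-like with 80 nuclei (1.07%, 0.851 to 1.33) and endothelial-mural-like with 65 (0.871%, 0.673 to 1.11). A further cluster of 314 nuclei was neuroblast-like (4.21%, 3.76 to 4.69); *Top2a* and *Kif11*, which mark dividing cells, were among its leading genes. Among the alternatives set in advance, the share that moved by the most percentage points was that of the NSC-astrocyte-like class, which was 6.60% without regression of UMIs and mitochondrial share. Under an earlier naming rule, which left 22.8% of nuclei unnamed, the neuron-like share was 44.1%. The names depend on the panels and on a naming rule settled after the clusters were seen.

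**Figure D3:**
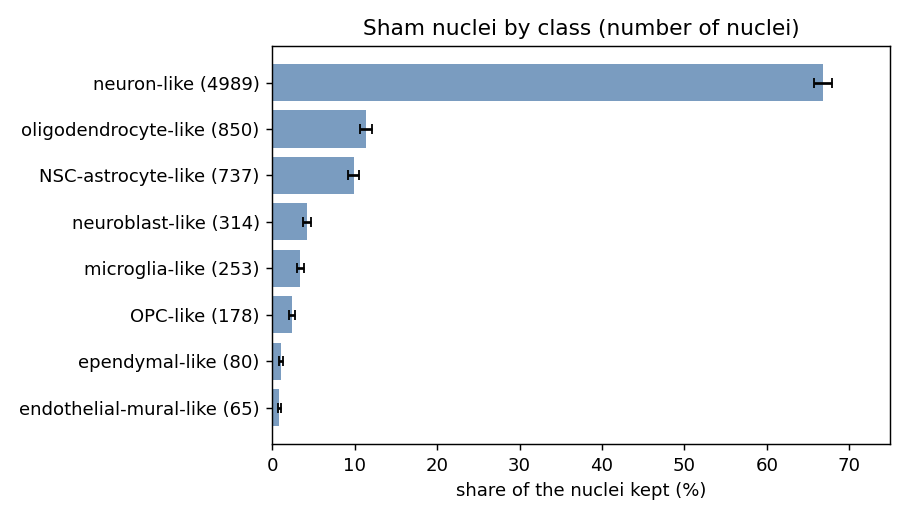
Share of the 7466 sham nuclei in each class (x axis, in %), with the number of nuclei beside each class name; bars are shares and whiskers 95% binomial intervals. Neuron-like nuclei make up 66.8% and endothelial-mural-like nuclei 0.871%.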

Based on known cell type markers (Table 3), SVZ cells were divided into 7 major populations: neurons, neural stem cell (NSC)- astrocytes, oligodendrocytes, OPC, microglias, ependymal cells and endothelium- mural cells (Fig. 2b). The neuron specific marker- *Meg3* was used to define 11 clusters as neurons^21^. In addition, genes highly expressed in neurons such as *Syt1* and *Snap25* are highly enriched in those clusters, which further supported our identification^22^. 

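*Meg3*, a long noncoding RNA gene on chromosome 12 from 109541001 to 109571726 (GRCm38), reached 6613 CPM in neuron-like sham nuclei (95% interval 6590 to 6636). The next class was microglia-like nuclei with 2392 CPM (2269 to 2519), a ratio of 2.76 (2.62 to 2.91); clustered with a second library, microglia-like nuclei had 1127 CPM. In each of the 10 neuron-like clusters *Meg3* lay above every other cluster, at 4406 to 10554 CPM against at most 3074 CPM in 1 of the NSC-astrocyte-like clusters. A UMI of *Meg3* was found in 99.9% of neuron-like nuclei and in 84.2% of oligodendrocyte-like nuclei, at median depths of 8745 and 2331.5 UMIs. After thinning to 1000 UMIs per nucleus, which left out 18 and 20 nuclei, the shares were 99.3% and 62.2%. The highest share outside neuron-like nuclei was that of neuroblast-like nuclei, at 93.9%, or 76.7% after thinning. Among the neuron-like clusters, 7 were closest to striatal projection neurons. A neuron-like cluster of 240 nuclei had *R3hdm4* and the haemoglobin gene *Hbb-bs* as leading genes and a median mitochondrial share of 1.41%.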

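*Syt1* (chromosome 10, 108497650 to 109010982) reached 3573 CPM in neuron-like sham nuclei (3556 to 3591), 2.66 times (2.48 to 2.85) the level in microglia-like nuclei. For *Snap25* (chromosome 2, 136713453 to 136782428) the neuron-like level was 859 CPM (850.3 to 867), against 627 CPM (565 to 694) in microglia-like nuclei, a ratio of 1.37 (1.24 to 1.52). Both genes were higher in each of the 10 neuron-like clusters than in every other cluster. *Syt1* had a UMI in 99.5% of neuron-like and 66.0% of oligodendrocyte-like nuclei, or in 94.7% and 41.6% after thinning. In neuroblast-like nuclei, the highest other class, the share was 79.0%, or 52.4% after thinning. *Snap25* had a UMI in 98.9% of neuron-like and 79.0% of neuroblast-like nuclei, or in 57.9% and 47.2% after thinning.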

Cluster11 specifically expresses *Csf1r*, therefore defined as microglia^23^. Additionally, Cluster 11, had high enrichment of *Tmem119* and *P2ry12* common microglial markers. 

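*Csf1r* (chromosome 18, 61100598 to 61132149) had 303 UMIs in the microglia-like cluster, or 508 CPM (453 to 569). The next class, endothelial-mural-like nuclei, had 22.5 CPM (7.31 to 52.5), a ratio of 22.6 (9.57 to 70.0), and neuron-like nuclei had 2.86 CPM. A UMI was found in 67.2% of microglia-like nuclei (61.0 to 72.9) at a median depth of 1764 UMIs, and in 2.63% of the deeper neuron-like nuclei. After thinning to 1000 UMIs, which left out 13 of the microglia-like nuclei, the shares were 45.4% and 0.563%.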

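In the microglia-like cluster of sham nuclei, *P2ry12* (chromosome 3, 59216272 to 59262871) reached 798 CPM (728 to 874), 16.9 times (12.2 to 24.0) the level of the next class. *Tmem119* (chromosome 5, 113793729 to 113800516) was much less abundant, with 42 UMIs or 70.5 CPM (50.8 to 95.2). The next class had 2 UMIs, and the ratio of 7.83 had a wide interval of 2.04 to 66.7.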

The SVZ niche astrocytes have long been believed to function as NSCs, and share many hallmarks with the NSCs^8,24^. Hence, cluster 5 and cluster 13, which highly expressed astrocyte&NSC marker- *Nr2e1*,*Hes5* and *Slc1a2*, were grouped together for analysis^8^. 

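At a resolution of 0.4, with 20 principal components, or without regression of UMIs and mitochondrial share, 1 NSC-astrocyte-like cluster was found. This was also so under an earlier naming rule. In the main setting, 2 clusters of 495 and 242 sham nuclei were NSC-astrocyte-like. *Nr2e1* (chromosome 10, 42561963 to 42583632) reached 88.0 CPM in them (76.5 to 101), 3.51 times (2.08 to 6.38) the level in ependymal-like nuclei. *Hes5* (chromosome 4, 154960923 to 154962371) reached 58.5 CPM (49.2 to 69.0), 2.75 times (1.68 to 4.78) the level in OPC-like nuclei. *Slc1a2* (chromosome 2, 102658659 to 102790784) was the most abundant of the listed genes with 5336 CPM (5245 to 5429), 16.4 times (14.6 to 18.6) the level in OPC-like nuclei. All 3 genes were higher in both clusters than in every other cluster, as were *Slc1a3* and *Aldoc*. *Slc1a2* had a UMI in 99.6% of the NSC-astrocyte-like nuclei, at a median depth of 2683 UMIs, and in 39.1% of the deeper neuron-like nuclei. After thinning, with 13 NSC-astrocyte-like nuclei left out, these shares were 94.8% and 6.58%. For *Apoe* the class was 1.10 times (1.01 to 1.202) the ependymal-like level, and only 1 of the 2 clusters exceeded it. *Aqp4* had 75.9 CPM (65.3 to 87.8) against 236 CPM (199 to 278) in ependymal-like nuclei, and *Gja1* had 216 CPM (198 to 236) against 311 CPM (268 to 359).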

Myelin oligodendrocyte glycoprotein (*Mog*) and *Aspa* are specific marker of oligodendrocyte lineage cells and mature oligodendrocytes respectively^25,26^. Cluster1, 18, 19 were defined as oligodendrocytes as they highly expressed these two markers. 

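In the sham nuclei, 1 oligodendrocyte-like cluster of 850 nuclei was resolved. At a resolution of 1.2, and also without regression of UMIs and mitochondrial share, the number of oligodendrocyte-like clusters was 3. *Mog* (chromosome 17, 37010743 to 37023398) reached 639.7 CPM in this cluster (609 to 671), 19.1 times (12.3 to 31.3) the level in microglia-like nuclei. *Aspa* (chromosome 11, 73304992 to 73329596) reached 772 CPM (739 to 807), 41.97 times (23.4 to 84.2) the level in ependymal-like nuclei. A UMI of *Mog* was found in 78.0% of these nuclei and in 5.09% of neuron-like nuclei, or in 51.6% and 0.624% after thinning.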

Genes highly expressed in oligodendrocytes in previous publications (such as *Tubb4a* and *Apod*)^22^ were also found to be enriched in Cluster1, 18, 19. 

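*Tubb4a* (chromosome 17, 57080066 to 57087782) reached 456 CPM in the oligodendrocyte-like sham nuclei (430.4 to 483), 4.11 times (3.33 to 5.13) the level in OPC-like nuclei. *Apod* (chromosome 16, 31296192 to 31314808) reached 292 CPM (272 to 314). Endothelial-mural-like nuclei also had *Apod*, at 171 CPM (121 to 235), and the ratio was 1.71 (1.23 to 2.43).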

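The OPC-like cluster of sham nuclei held 361 UMIs of *Pdgfra* (chromosome 5, 75152292 to 75198215), or 426 CPM (383 to 472). The next class, endothelial-mural-like nuclei, had 3 UMIs, and the ratio was 31.5 with an interval of 10.7 to 154. *Pdgfra* had a UMI in 73.6% of OPC-like nuclei, at a median depth of 3916.5 UMIs, and in 2.20% of neuron-like nuclei. After thinning, with 1 OPC-like nucleus left out, the shares were 35.6% and 0.302%.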

Cluster14 was defined as oligodendrocyte precursor cells (OPCs) by the specific marker *Pdgfra*^22^. Cluster16 was identified to be ependymal cells according to its exclusive expression of *Dnah11*^21^. 

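*Dnah11* (chromosome 12, 117877982 to 118199043) reached 886 CPM in the ependymal-like cluster of 80 sham nuclei (813 to 965). The next class, neuroblast-like nuclei, had 18 UMIs or 19.6 CPM (11.6 to 31.0), a ratio of 45.2 (28.3 to 76.8), and the highest other single cluster had 29.8 CPM. *Dnah11* had a UMI in 97.5% of the ependymal-like nuclei, at a median depth of 5384 UMIs, and in 3.53% of neuron-like nuclei. After thinning to 1000 UMIs the shares were 61.3% and 0.422%.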

Other enriched genes of ependymal cells- *Spag16*,*Adamts20*, *Ak7*,*Ak9*, *Armc3*, are highly expressed in cluster16^21^. 

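Each of the further ependymal genes was highest in the same sham cluster. *Spag16* (chromosome 1, 69826970 to 70725132) reached 2681 CPM (2551 to 2816) and *Adamts20* (chromosome 15, 94270163 to 94465418) 2313 CPM (2193 to 2438). *Ak7* (chromosome 12, 105705976 to 105782447) reached 751 CPM (683 to 824), *Ak9* (chromosome 10, 41303980 to 41434534) 738 CPM (670.3 to 809.7) and *Armc3* (chromosome 2, 19199302 to 19310241) 379.7 CPM (332 to 432). For all 5 genes the next class was the NSC-astrocyte-like one, and the ratios to it ranged from 22.0 for *Spag16* to 113 for *Ak7*.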

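*Pecam1* (chromosome 11, 106654217 to 106750628), *Vwf* (chromosome 6, 125546774 to 125686679) and *Vtn* (chromosome 11, 78499091 to 78502324) were highest in the endothelial-mural-like cluster of 65 sham nuclei. *Pecam1* had 72 UMIs or 324 CPM there (254 to 408), 32.2 times (14.1 to 90.6) the level of the next class. *Vwf* had 30 UMIs or 135 CPM (91.1 to 193), with a ratio of 22.9 (8.79 to 75.6). *Vtn* had 36 UMIs or 162 CPM (114 to 224), with a ratio of 65.1 (27.2 to 189). A UMI of *Pecam1* was found in 49.2% of these nuclei (36.6 to 61.9), at a median depth of 2045 UMIs, and in 1.58% of neuron-like nuclei. After thinning, with 6 of the endothelial-mural-like nuclei left out, these shares were 23.7% and 0.282%.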

As both endothelial markers- Platelet endothelial cell adhesion molecule 1 (*Pecam1*), Von Willebrand factor (*Vwf*) and mural cell marker- vitriendin (*Vtn*) were found to be specifically enriched in cluster15, we defined cluster15 as endothelial- mural cell^21,27^ (Fig. 2c–e).

**Table 3:** Known cell type marker genes of major cell clusters.

Cell type	Markers
Neuron	Meg3, Syt1, Snap25
Microglia	Csf1r, Tmem119, P2ry12
NSC-Astrocyte	Slc1a3, Apoe, Aldoc, Aqp4
Oligodendrocyte	Mog, Aspa, Tubb4a, Apod
OPC	Pdgfra
Ependymal	Dnah11, Spag16,Adamts20, Ak7,Ak9, Armc3
Endothelial-Mural	Pecam1(CD31), Vwf, Vtn

To further validate the value of our sequencing data in uncovering transcriptomic alterations following bTBI, we performed a differential expression gene (DEGs) analysis. Combining FindMarkers and the Wilcox rank-sum test, 910 significant DEGs were screened out under a predefined standard (1. lnFC > 0.25; 2. P < 0.05; 3. Min. PCT > 0.1) (Fig. 3a). By processing the data using R Package UpSetR, the Regression Interpreting Residual Plots of DEGs were mapped (Fig. 3b). Among the various types of cells, most DEGs (≥80%) of neurons, NSC-astrocytes, and endothelium-mural cells were up-regulated, suggesting that bTBI may promote the activation of these cell functions. In oligodendrocytes and ependymal cells, a large number of DEGs (≥70%) were down-regulated, indicating a relatively depressed state. Interestingly, we found that a large part of DEGs were exclusively changed only in endothelium-mural cells (n = 371), ependymal cells (n = 185), or microglia (n = 102), suggesting that these DEGs have a strong cell-type specificity (Fig. 3b). Functional analysis of the DEGs was then performed to act as a biological quality control of our data. For instance, studies have found that bTBI can lead to traumatic vascular injury and vasospasm, and stimulation of vascular endothelial induces oxidative stress, which further aggravates vascular dysfunction^27–29^. Our results showed that some oxidative stress related genes- *sulfate-modifying factor 1* (*Sumf1*), *aldo-keto reductase family 1* (*Akr1e1*) and *tyrosine 3-monooxygenase activating protein theta* (*Ywhaq*), were down-regulated in endothelial-mural cells significantly. This is consistent with published studies on the relationship between oxidative stress and endothelial damage after TBI^30,31^. Further, we noted that a part of top DEGs from different cell types are involved in similar biological processes, including myelination, axon regeneration, and axon development (Fig. 3c,d). Consistently, these activities are known to be critical responses to brain injury^14,29,32^.

**Fig. 3:**
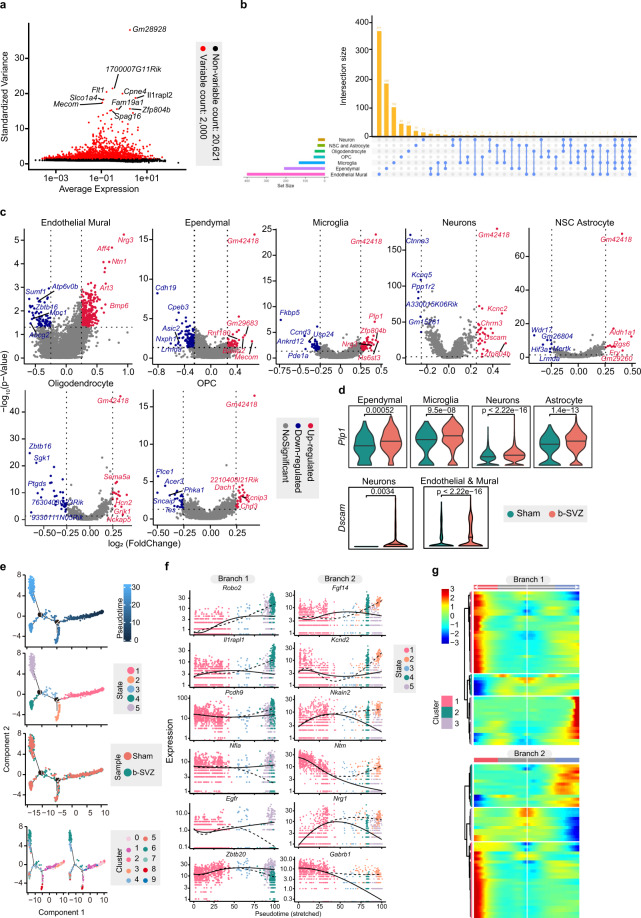
Differential expression gene (DEGs) analysis and single cell trajectory analysis. (**a**) Scatterplot revealing the relationship between gene dispersion and average expression of each gene, illustrating the difference between each cell in snRNA seq. (**b**) DEGs UpSet Plot. The bar on the left showing the number of DEGs for each cell type. The internal bar showing the number of DEGs unique and shared by each cell type and the related cell types are indicated by the bubble plot below. (**c**) Volcano plot showing DEGs in different cell types. Red dots indicate upregulated genes, blue dots indicate down-regulated genes, with gene names annotated next to the corresponding dots. (**d**) Violin plots representing the expression of Plp1 and Dscam in correlating cell types of bTBI and Sham mice. (**e**) Monocle2-generated pseudo-temporal trajectory of NSC-Astrocyte. Two distinct branch points were identified by Monocle2. At branch point, cells must choose a certain gene expression program. Cells on the tree are coloured based on pseudo-time in a gradient from dark to light blue, and the start of pseudo-time is indicated by dark blue, the end of pseudo-time is indicated by light blue (upper). The pseudo-time trajectory was divided into 5 different states by Monocle2 and are coloured respectively (upper middle). The trajectory showing the distribution of cells (lower middle) and the distribution of the 9 sub-classes of NSC-Astrocyte (lower) from two samples. (**f**) Line plots showing the top six cell fate related genes as the expression level over pseudo-time by Monocle2. (**g**) Heatmap for clustering the top 50 cell fate related genes at each branch point. These genes were divided into three clusters, showing genes at the beginning stage, the transitory stage and the end stage of the differentiation trajectory, respectively.

Furthermore, we built pseudo-time trajectories of all NSCs and identified 2 distinct branch points and 5 pseudo-time states using Monocle2((Fig. 3e). At branch point, cells must choose a certain gene expression program which determines their fate during development. These transcriptional programs are exclusive to each other. To reveal more detailed branch expression information, we showed the top six fate-specific genes that govern the cell fate decisions (Fig. 3f). At the same time, the top 50 genes that affect cell state and fate are presented in the heatmap (Fig. 3g).

Taken together, based on strict quality control and data filtering, we acquired a clean gene-cell expression matrix with clustering information. Gene expression and pseudo-time trajectories analysis further supported the quality of our sequencing data, and thus would be ideally suitable for downstream analysis and the future study on bTBI cell biology as well as the discovery of new diagnostic/ therapeutic targets.

## Usage Notes

This data-set can be used effectively (but not limited to) (1) to discover new cell type- specific markers of mouse SVZ, (2) to profile gene expression of each cell type in the mouse SVZ after bTBI, and to search for potential diagnostic/ therapeutic targets, (3) to predict the differentiation of NSCs in SVZ upon bTBI, and the genes governing this process (4) to study the cell- to- cell interactions in the SVZ after bTBI.

It should be noted that this sequencing data also has certain limitations. The background noise of snRNA-seq is relatively louder and more complicated than that of bulk RNA-seq. 

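In the sham library, transcripts that are abundant in 1 class were also counted in nuclei of other classes. *Mbp*, an oligodendrocyte gene on chromosome 18 from 82475146 to 82585637, had a UMI in 42.2% of neuron-like nuclei. Outside oligodendrocyte-like and OPC-like nuclei, the 6 remaining classes had 0.237 to 0.683 UMIs of *Mbp* per nucleus, or 51.8 to 149 CPM, while oligodendrocyte-like nuclei had 8.75 per nucleus. After thinning to 1000 UMIs, a UMI of *Mbp* was found in 6.92% of neuron-like and 91.4% of oligodendrocyte-like nuclei. In a clustering with a second library, the UMIs of *Mbp* in neuron-like sham nuclei rose from 0.394 per nucleus in the shallowest to 1.02 in the deepest group, at mean depths of 4504 and 15968 UMIs, a log-log slope of 0.775, against 1.02 for *Meg3*. These values do not separate RNA free in the droplets from low expression in the class or droplets with 2 nuclei. *Meg3*, which is most abundant in neuron-like nuclei, had 5.46 to 13.4 UMIs per nucleus in the other 7 classes. The values in oligodendrocyte-like and microglia-like nuclei depended on the clustering. When sham was clustered with the second library, 34 and 50 sham nuclei with microglial or oligodendrocyte leading genes and neuronal panel genes formed unnamed clusters of their own. *Meg3* was then 2.30 UMIs per nucleus in oligodendrocyte-like nuclei (934 CPM, against 1802 CPM) and 2.00 in microglia-like nuclei (1127 CPM, against 2392 CPM).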

While many bio-informatics methods and tools have been developed to filter and analyze snRNA-seq data, new algorithms still need to be developed to ensure data repeatability.

Raw data is stored in the database in FASTQ format (uploaded in Gene Expression Omnibus).Subject accession number: GSE207078 for bTBI; GSE198074 for Sham. These data can be used as input for Cell Ranger pipeline or similar tools for analysis. The gene- barcode matrices file (Uploaded in Figshare^18,19^) can be processed using Seurat’s R package.

### Supplementary information

Dataset 1

## Data Availability

No special code was used for analysis of the current data-set. All of the analyses were done with the following open access programs: FastQC version 0.11.9. (https://github.com/s-andrews/FastQC). Cell Ranger version 3.1.0 (https://github.com/10XGenomics/cellranger). Seurat. Version 3.1.4 (https://satijalab.org/seurat).

# Supplementary material for: Single-nucleus profiling of adult mice sub-ventricular zone after blast-related traumatic brain injury
**Source:** Sci Data. 2023 Jan 5;10:13. doi: 10.1038/s41597-022-01925-y
**Supplement:** Supplementary file 1 — Dataset 1

|                           |                                                                               |
|---------------------------|-------------------------------------------------------------------------------|
| Design Type(s)            | transcription profiling design sequence analysis objective ● replicate design |
| Measurement Type(s)       | transcription profiling assay                                                 |
| Technology Type(s)        | single-nucleus RNA sequencing                                                 |
| Factor Type(s)            | experimental condition:genotype                                               |
| Sample Chatacteristics(s) | Mus musculus brain sub-ventricular zone cells                                 |

How the deposited data were processed for this re-analysis (not part of the article)

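SVZ nuclei of sham mice were analysed from 1 snRNA-seq library of 3 mice, collected at 48 h. A second library from the same series, of mice with a mild controlled cortical impact (mTBI), is not one of the groups of the paper. Its comparison with sham is kept to the closing section; before that, it serves in the processing and in an alternative clustering of the sham nuclei together with it. The paper's bTBI library was not analysed here, so no comparison of bTBI with sham was made. With 1 library per condition there are no replicates: no test across animals was run, and no p-value or number of changed genes is given.

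The authors trimmed reads with fastp, aligned them to GRCm38 and counted UMIs with Cell Ranger 3.1.0, and the deposited values are raw UMI counts per gene and barcode, without normalization. The barcodes are those that Cell Ranger called as cells. The limit on mitochondrial share that the paper describes is not applied in the deposited counts. It was applied here, as were the paper's limits on genes. In both libraries 0 barcodes lay outside the gene limits, so the counts do not show whether those had been applied before. The sham library held 55228814 UMIs in 7494 barcodes and the mTBI library 58445630 UMIs in 8260 barcodes.

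Barcodes with at least 200 and at most 10000 detected genes and at most 10% mitochondrial UMIs were kept, and the 13 mitochondrial genes were then removed. Clustering used Seurat version 5.3.0 in R version 4.3.3, on the 21345 genes with a UMI in at least 3 nuclei. The steps were log-normalization, 2000 variable genes without the paper's markers, scaling with UMIs and mitochondrial share regressed out, the top 10 principal components and Louvain clustering at a resolution of 0.8 with random seed 0. The Seurat version differs from that of the paper. Sums, intervals and figures were computed in Python with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9.

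Cell type panels were fixed in advance and share no gene with the paper's markers. A panel gene counted as detected in a cluster if at least 5% of its nuclei had a UMI and its CPM was at least 25% of that in the highest cluster. A cluster took the name of the panel with the highest mean z-score of log2(CPM + 5) among panels with at least 3 detected genes. It stayed unnamed if its 10 leading genes by fold, of at least 20 UMIs, held at least 2 markers of another class and more of them than of its own, or if its depth was low and none of its leading genes was a marker of its own class. The rule for choosing among the panels was not fixed in advance: it is the last of 4 versions, settled after the clusters were seen. The first version, the mean level relative to the highest cluster, left 3.24% of sham nuclei unnamed. The next, the mean z-score over all panels, left 22.8% unnamed and gave 6 neuron-like clusters. The version before the last blocked a name at 1 leading marker of another class and gave the same names in sham as the last.

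Levels are CPM of summed UMIs, with exact Poisson intervals. Shares of nuclei have exact binomial (Clopper-Pearson) intervals. Ratios of CPM have intervals from the exact binomial distribution of the UMIs between both sums. All are 95% intervals for counting error only, and leave out differences between mice and between libraries. To compare shares of nuclei with a UMI across depths, each nucleus was thinned to 1000 UMIs, which left out 76 shallower sham nuclei. Thinning to 2000 UMIs left out 794.

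Doublets were not removed in the main setting, apart from the limit of 10000 genes. Scrublet's own threshold called 5 sham barcodes, or 0.0667%, which is too few to be taken as a working call, and 285 of the mTBI barcodes, or 3.45%. As an alternative, the 449 sham and 546 mTBI barcodes with the highest Scrublet scores were removed, at a rate of 0.8% per 1000 barcodes.

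The genes named in the text were fixed before the data were examined: every marker that the paper's text, Table 3 or Fig. 2d names, the genes it names for bTBI, the sex genes, a set of reactive and background genes, and in each class with at least 100 nuclei in both libraries the 3 largest higher and 3 largest lower ratios among genes with at least 100 UMIs and 50 CPM in the higher library. Some genes that the rule includes are not reported here. Genes outside this rule are said to be chosen after their values were seen. Of the 49 genes looked up, 49 were found in the annotation.

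The interval of the ratio was tested on simulated data: with 200 genes changed by known ratios among 4616 genes of oligodendrocyte-like nuclei, 98% of the intervals held the set ratio, and among 4622 genes of NSC-astrocyte-like nuclei 92.5% did. The slope of UMIs on depth was tested on 200 simulated genes in neuron-like nuclei, and was -0.00 in the median for genes constant per nucleus and 1.01 for genes in proportion to depth. In simulated oligodendrocyte-like nuclei, 7% of unchanged gene lists and 100% of lowered lists fell under percentile 5 of random lists. The lowering set there was larger than the observed median log2 ratio of -0.46 of the glucocorticoid-responsive list. All these simulations drew counting error only, so they do not show how intervals and percentiles behave when libraries differ.

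Alternatives varied the resolution, the number of principal components, the use of the paper's markers, the filter, the doublets, the regression, clustering together with the mTBI library, the random seed, the thinning depth, the averaging of CPM and the genes in its denominator. Trajectory analysis and differential expression between bTBI and sham were left out, because they rest on the bTBI library.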

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

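The results here come from the mTBI library, which the paper does not report on, and from a cell class outside the paper's 7 populations. The slope test for *Gm42418* was set before its result was seen, although the levels of *Gm42418* per nucleus had been looked at; the tests of scaling, of the likeness of classes, of the dissection and of the cortical genes, and the shares without a mixed cluster, were chosen only after the result was seen.

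*Gm42418*, which Fig. 3c of the paper names for bTBI, was higher in the mTBI library than in sham in 8 of 8 classes, by log2 ratios of 0.55 to 1.24 with a median of 0.72. It was singled out because the mTBI library is not among the data the paper analysed. CPM already removes a difference in depth between the libraries, so that was not tested. A shift of most genes left by this scaling is argued against. The median log2 ratio of genes with at least 100 UMIs and 50 CPM in the higher library, taken over classes, was 0.0286. RNA free in the droplets stays open for 6 of the classes. In neuron-like sham nuclei, the UMIs of *Gm42418* rose with depth by a log-log slope of 0.484, only just under the limit of 0.5 set for free RNA, and lower than for all but 1.44% of 5771 genes. In those 6 classes of the mTBI library, whose median depths differed by up to 5.12 times, it had 14.7 to 15.6 UMIs per nucleus, a highest over lowest of 1.06, and in sham 8.90 to 9.56. Free RNA alike in all droplets is argued against as the whole cause in ependymal-like and endothelial-mural-like nuclei of the mTBI library, where the lower of both classes had 2.23 times the UMIs per nucleus of the highest other class. *AY036118*, whose locus lies within that of *Gm42418* on the opposite strand, was higher in 2 of 8 classes with a median log2 ratio of -0.28, so the split of reads between the overlapping loci is uncertain; *Lars2* was higher in 8 of 8 classes. Both were chosen after their values were seen. A higher amount of free RNA in the mTBI library may account for most classes. An effect of the injury was not tested, since each condition has 1 library.

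The oligodendrocyte-like share was 18.7% of the 8235 mTBI nuclei (17.9 to 19.6) and 10.6% of the sham nuclei in the joint clustering (9.91 to 11.3), a ratio of 1.77 (1.62 to 1.93). The makeup of the neuron-like nuclei differed as well. The 7 clusters of the joint clustering closest to striatal projection neurons together made up 71.7% of mTBI (70.3 to 73.0) and 85.4% of sham neuron-like nuclei (84.4 to 86.3). One of them is mixed: 226 of its 519 sham nuclei were interneuron-like when sham was clustered alone. Without it the shares were 65.2% (63.8 to 66.6) and 74.9% (73.7 to 76.1). The mixed cluster had 0.620 times the share of the neuron-like nuclei that it had in sham; of the other 6, 4 had a lower share (0.497, 0.738, 0.914 and 0.959 times) and 2 a higher one (1.09 and 1.16 times). The largest ratio, 2.05, was that of a cluster in which *Gad2* had a UMI in 77.5% of nuclei. The striatal transcripts *Tac1* and *Penk*, chosen after their values were seen, were higher in 0 of 8 classes of the mTBI library, with median log2 ratios of -1.09 and -0.56. More cortex in the dissection was tested by 6 cortical excitatory genes in neuron-like nuclei, whose median log2 ratio was -0.97. Of these, 4 were lower with intervals below 0, among them *Slc17a7* at -3.44 and *Neurod6* at -5.77 (1 UMI in mTBI against 55 in sham). The other 2 were *Cux2* at 0.43 (0.33 to 0.53) and *Nrgn* at 0.05, whose interval of -0.01 to 0.11 includes no change. Most of the genes thus went against more cortex, but *Cux2* did not, which left the test undecided. Another border of the dissection and an effect of the injury cannot be told apart, because each condition has 1 library and no further library shows how much the makeup varies between dissections.

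A neuroblast-like cluster, a class outside the paper's 7 populations, held 4.21% of the sham nuclei. Its share was 4.15% to 4.40% over the 9 alternative clusterings. Of its 8 panel genes 7 were detected, and 2 of them were among its leading genes. In the joint clustering, neuroblast-like nuclei made up 4.34% of sham and 3.85% of mTBI nuclei, a ratio of 0.887 (0.757 to 1.04), which is within the counting error. This pools 2 clusters that went opposite ways. The larger made up 3.39% of sham and 2.71% of mTBI nuclei, and the smaller 0.951% and 1.14%. The smaller was led by *Top2a* and had 0 panel genes among its leading genes. No technical or biological explanation was tested for this class.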

How the results depend on the processing

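The alternatives were set in advance, except the 3 earlier naming rules, which were chosen after seeing the data. No paired analysis was possible because each condition has 1 library, and for the same reason leaving out a library was not possible. Values that are not tests count here as moved when they left the counting interval of the main value. Numbers of clusters and of markers have no such interval and count as moved when they differed from the main number by more than 1.5 times, a wide limit.

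Of the main values under the alternatives set in advance, 139 stayed within these limits and 10 moved. The number of markers highest in their class was 26 of 28 under every alternative clustering and every naming rule. Shares of OPC-like, ependymal-like, neuroblast-like and neuron-like nuclei stayed within their intervals under all 9 alternative clusterings. With stricter limits, 7446 nuclei were kept and the oligodendrocyte-like share was 10.7%. The number of clusters was not stable: against 18, it ran from 13 at a resolution of 0.4 to 23 with 20 principal components, and against 10 neuron-like clusters there were 6 and 14. Of these only the 6 passed the limit. With 20 principal components the NSC-astrocyte-like share was 7.10% and the endothelial-mural-like share 1.23%, and 2.71% of nuclei stayed unnamed; without regression the NSC-astrocyte-like share was 6.60% and 3.96% stayed unnamed. Clustered together with the mTBI library, the sham shares were 10.6% oligodendrocyte-like and 2.95% microglia-like. The cause of these shifts was not tested. As the mean of the CPM of single nuclei, *Meg3* in microglia-like nuclei was 1461 CPM. With at least 3 cycling markers in place of 2, the cycling share was 0.496%, since fewer nuclei meet the limit.

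Under the earlier naming rules, 57 main values stayed and 3 moved. By the mean relative level the NSC-astrocyte-like share was 6.63%, and by the mean z-score over all panels there were 6 neuron-like clusters and a neuron-like share of 44.1%, because clusters were left unnamed.

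For the ratios of the paper's markers to the highest other class, 231 stayed and 21 moved under the alternatives set in advance, and 76 stayed and 8 moved under the earlier naming rules. For single genes, 1621 values stayed, 96 moved and 8 reversed under the alternatives set in advance, and 794 stayed, 15 moved and 1 reversed under the earlier naming rules. Most that reversed were log2 ratios of *Meg3*, mTBI over sham. In microglia-like nuclei the main value of 0.28 (0.12 to 0.45) became -0.0487 at a resolution of 0.4, -0.0537 with stricter limits and -0.00729 without the highest Scrublet scores. In NSC-astrocyte-like nuclei -0.15 (-0.21 to -0.09) became 0.31 without the highest Scrublet scores, 0.0931 as the mean over single nuclei and 0.35 under the mean relative level. In ependymal-like nuclei -0.76 (-0.89 to -0.62) became 0.00362 without the highest Scrublet scores, and in oligodendrocyte-like nuclei 0.12 (0.03 to 0.20) became -0.00442 with stricter limits. *Hbb-bs* in endothelial-mural-like nuclei, at -0.38 (-0.70 to -0.04), became 0.99 as the mean over single nuclei. The cause of these reversals was not tested, and *Meg3* is given no direction between the libraries outside neuron-like nuclei. The depth limits the smallest classes most: the 65 endothelial-mural-like nuclei held 222148 UMIs, and the interval for *Tmem119* or *Pdgfra* against the next class, which rests on 2 or 3 UMIs, is too wide to fix the size of the ratio.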

Differences from the paper's values

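The paper's number of oligodendrocyte clusters is 3, for bTBI and sham nuclei clustered together, and the number here was 1, for sham nuclei alone. Of the alternatives set before the data were examined, a resolution of 1.2 and clustering without regression of UMIs and mitochondrial share each gave 3. The other 7 each gave 1: a resolution of 0.4, 20 principal components, the paper's markers kept in the variable genes, stricter limits on nuclei, removal of the highest Scrublet scores, clustering together with the mTBI library, and another random seed.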

Other observations

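The values here compare the mTBI library, which the paper does not report on, with sham, or describe sham further. The tests of glucocorticoid-responsive genes, of time of day and of the slope of *Fkbp5*, *Zbtb16* and *Sgk1* on depth were set before their results were seen; those of scaling, of the bound from the lowest class and of the fall of *Fkbp5* in the other classes were chosen only after the result was seen. With 1 library per condition, all intervals cover counting error only, and the injury and the library cannot be separated.

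In the joint clustering of 8235 mTBI and 7466 sham nuclei, neuron-like nuclei made up 55.9% of mTBI and 66.7% of sham nuclei (ratio 0.837, 0.804 to 0.872), microglia-like nuclei 4.30% and 2.95% (ratio 1.46, 1.23 to 1.73) and endothelial-mural-like nuclei 1.43% and 0.871% (ratio 1.65, 1.21 to 2.26). The ratios were 1.07 (0.967 to 1.18) for NSC-astrocyte-like, 1.23 (1.01 to 1.498) for OPC-like and 0.952 (0.692 to 1.31) for ependymal-like nuclei. Since shares sum to the whole, a larger share of 1 class lowers the others. The median log2 ratio of all genes was between -0.04 and 0.09 in 7 classes and 0.21 in endothelial-mural-like nuclei, relative to which changes in that class are to be read.

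Of the genes that the paper names for bTBI, *Dscam* was higher in mTBI neuron-like nuclei (log2 ratio 0.86, 0.82 to 0.89) and in oligodendrocyte-like nuclei (0.50, 0.21 to 0.80). It was lower in ependymal-like (-1.87, -2.30 to -1.46) and neuroblast-like nuclei (-0.40, -0.62 to -0.17). In OPC-like nuclei, where its level was highest, the log2 ratio was 0.05 (-0.03 to 0.12). Endothelial-mural-like nuclei had 38 UMIs of *Dscam* in mTBI and 0 in sham. *Sumf1* and *Akr1e1* in endothelial-mural-like nuclei had log2 ratios of -0.70 (-1.53 to 0.16) and -1.22 (-2.77 to 0.35), and *Ywhaq* had -0.03. The intervals of *Sumf1* and *Akr1e1* both include 0. In neuron-like nuclei the immediate early genes *Egr1*, *Junb* and *Fos* had log2 ratios of -0.90, -0.58 and -1.27, and the haemoglobin gene *Hbb-bs* had 1.53; a neuron-like cluster with *Hbb-bs* as its leading gene was present in both libraries. *Gfap* in NSC-astrocyte-like nuclei had 77 UMIs in mTBI and 26 in sham, a log2 ratio of 1.36 (0.70 to 2.06), and *Vim* in ependymal-like nuclei a log2 ratio of 1.06 (0.61 to 1.53).

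By the fixed rule of size, the largest higher ratios in neuron-like nuclei were *Rnf220* (1.92), *Kcnmb2* (1.41) and *AC149090.1* (1.33), and the largest lower ones *Gm47423* (-1.28), *Etv5* (-0.90) and *Gm28928* (-0.84). In microglia-like nuclei *Myo1e* (1.01), *Thsd7a* (0.96) and *Cdk6* (0.84) were higher, and *Ccnd3* (-0.97) was lower beside *Fkbp5* and *Tac1*. The striatal transcript *Tac1* had 0.514 UMIs per sham nucleus here, near the 0.515 in NSC-astrocyte-like and 0.539 in OPC-like nuclei. It was higher in 0 of 8 classes of mTBI. Free RNA was thus not excluded, and the lower *Tac1* is not read as a change in microglia-like nuclei. In oligodendrocyte-like nuclei *5033421B08Rik* (1.77), *AC149090.1* (1.63) and, after these, *Tmem132d* were higher, and *Zfand4* (-1.59) was lower beside *Zbtb16* and *Fkbp5*. In NSC-astrocyte-like nuclei they were *Gm29683* (3.16), *B230323A14Rik* (2.17) and *Aldh1a1* (1.60), and *Pde1a* (-1.39), *Rab27b* (-1.27) and *Gm32647* (-1.24). *Pde1a* and *Gm32647* were also leading genes of a striatal projection-like cluster. Its share of neuron-like nuclei in mTBI was 0.497 times that in sham. In 1 NSC-astrocyte-like cluster, 22 sham nuclei (8.84%) were striatal projection-like when sham was clustered alone. RNA of neurons was thus not excluded as the source of both lower ratios. In OPC-like nuclei *Cldn14* (2.46), *Tmem2* (1.94) and *Mobp* (1.70) were higher, the last beside a log2 ratio of 1.02 for *Mbp*, and *Sncaip* (-1.35), *Etl4* (-1.06) and *Mertk* (-1.01) were lower. In neuroblast-like nuclei *Gm45323* (-1.92), *4930555F03Rik* (-1.56) and *C130073E24Rik* (-1.53) were lower and *Ccdc138* (1.21), *Kif23* (1.07) and *Cenpf* (1.04) higher. The share of neuroblast-like nuclei with at least 2 of 5 cycling markers was 22.4% in mTBI (17.9 to 27.4) and 15.1% in sham (11.4 to 19.5), a ratio of 1.48 (1.01 to 2.18), just beyond the counting error. The genes of a cluster's own makeup differ between the neuron-like clusters, whose shares differ between the libraries, so ratios over all neuron-like nuclei also carry that difference in makeup.

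*Fkbp5*, *Zbtb16* and *Sgk1*, chosen after their values were seen, were lower in mTBI oligodendrocyte-like nuclei, by log2 ratios of -1.63, -1.76 and -1.55. CPM already removes a difference in depth, so that was not tested. A shift of most genes left by this scaling is argued against. The median log2 ratio of genes with at least 100 UMIs and 50 CPM in the higher library was -0.0380 in this class. Free RNA as the cause for all 3 genes is argued against, although their median slope on depth in sham was 0.352. By the limit of 0.5 set beforehand, this would have gone its way. The slope of *Fkbp5* was the lowest at 0.0188, nearly constant per nucleus, and goes most with free RNA. The verdict rests on the bound and the falls, both chosen afterwards. Free RNA reaches all droplets alike, and the class with the lowest level holds at most 33.8% of the UMIs per nucleus that oligodendrocyte-like nuclei lost for *Zbtb16* and *Sgk1*. For *Fkbp5* that bound is 70.1%, but free RNA alike in all droplets would lower it in the other classes too, and the median fall per nucleus over the 7 other classes was -5.76% of that in oligodendrocyte-like nuclei. In 6 of the 7, all but microglia-like nuclei, where it fell by more, the highest fall within the counting error was below that of oligodendrocyte-like nuclei. Lower glucocorticoid exposure stays open: 14 other glucocorticoid-responsive genes, listed before the test, were examined, and the 11 with at least 20 UMIs in oligodendrocyte-like nuclei had a median log2 ratio of -0.46, with 9 lower, at percentile 0 of 10000 random lists matched on expression, for which glucocorticoid exposure as the cause had to lie under 5. The same list had medians of -0.23 in NSC-astrocyte-like nuclei (percentile 1.37), -0.32 in microglia-like nuclei (5 genes, percentile 4.59) and -0.12 in neuron-like nuclei (percentile 0.37). The 3 genes themselves were not lower everywhere: *Sgk1* had log2 ratios of 0.89 in microglia-like and 0.08 in neuron-like nuclei, *Zbtb16* 0.07 in neuron-like and *Fkbp5* 0.17 in OPC-like nuclei.

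Time of day stays open as well. The clock genes of one phase that entered were *Dbp*, *Per2*, *Tef*, *Nr1d1*, *Nr1d2* and *Ciart*, while *Per3* was listed but did not enter. The median log2 ratio of these 6 minus that of *Arntl*, *Npas2* and *Clock* was -0.16 in neuron-like nuclei. Limits of 0.5 for and 0.2 against had been set for this difference. By these limits the value counts against time of day. The verdict was changed to undecided after the value was seen, because the members of the larger list went both ways, 4 of 6 lower; time of day and glucocorticoid exposure cannot be told apart from it. The difference was -0.55 in oligodendrocyte-like, -0.85 in microglia-like and 0.43 in NSC-astrocyte-like nuclei. The medians of the larger list were -0.07 in neuron-like (percentile 3.94), -0.30 in oligodendrocyte-like (6 of 6 lower, percentile 3.66), -0.39 in microglia-like (4 genes, percentile 0.79) and 0.38 in NSC-astrocyte-like nuclei (percentile 100). Those of the smaller list were 0.09, 0.26, 0.47 and -0.05. In all, 12 tests of a list in a class were run, and *Per1* in the glucocorticoid list is also a clock gene. A difference in stress or handling between the animals, or in the hour of collection, may underlie the pattern; an effect of the injury was not tested.

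Sex genes matched male animals in both libraries, as the paper states for its mice. *Xist* had 36 UMIs in sham and 51 in mTBI nuclei, or 0.654 and 0.876 CPM, while *Uty* had 170 and 165 CPM and *Ddx3y*, *Kdm5d* and *Eif2s3y* 57.0 to 116 CPM over both libraries.

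In sham clustered alone, nuclei of striatal projection-like clusters made up 81.2% (80.0 to 82.2) of the neuron-like nuclei; the share from the joint clustering is higher, since it counts 228 nuclei that are interneuron-like here. A cluster of 624 nuclei was closest to cortical excitatory neurons by panel score, but *Gad2* had a UMI in 74.0% of its nuclei and *Slc17a7* in 13.9%, both chosen after the cluster was seen, so it is given no such name here. No share of *Gad2* in other clusters was set beside these. They therefore do not separate its expression from RNA free in the droplets. Nuclei with at least 2 of 5 cycling markers were 70 of 7466 sham nuclei, or 0.938% (0.732 to 1.18). Of these, 47 were neuroblast-like, 15.0% of that class (11.2 to 19.4), 18 were neuron-like, and 0 were among the 737 NSC-astrocyte-like nuclei (0%, 0 to 0.499). Cycling markers define the neuroblast-like cluster in part, so this share is not independent of the clustering.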
